# Transcriptome Analysis and Intraspecific Variation in Spanish Fir (*Abies pinsapo* Boiss.)

**DOI:** 10.3390/ijms23169351

**Published:** 2022-08-19

**Authors:** Francisco Ortigosa, Concepción Ávila, Lourdes Rubio, Lucía Álvarez-Garrido, José A. Carreira, Rafael A. Cañas, Francisco M. Cánovas

**Keywords:** conifer, *Abies pinsapo*, transcriptome, intraspecific variation, chlorophyll fluorescence, nitrogen status

## Abstract

Spanish fir (*Abies pinsapo* Boiss.) is an endemic, endangered tree that has been scarcely investigated at the molecular level. In this work, the transcriptome of Spanish fir was assembled, providing a large catalog of expressed genes (22,769), within which a high proportion were full-length transcripts (12,545). This resource is valuable for functional genomics studies and genome annotation in this relict conifer species. Two intraspecific variations of *A. pinsapo* can be found within its largest population at the *Sierra de las Nieves* National Park: one with standard green needles and another with bluish-green needles. To elucidate the causes of both phenotypes, we studied different physiological and molecular markers and transcriptome profiles in the needles. “Green” trees showed higher electron transport efficiency and enhanced levels of chlorophyll, protein, and total nitrogen in the needles. In contrast, needles from “bluish” trees exhibited higher contents of carotenoids and cellulose. These results agreed with the differential transcriptomic profiles, suggesting an imbalance in the nitrogen status of “bluish” trees. Additionally, gene expression analyses suggested that these differences could be associated with different epigenomic profiles. Taken together, the reported data provide new transcriptome resources and a better understanding of the natural variation in this tree species, which can help improve guidelines for its conservation and the implementation of adaptive management strategies under climatic change.

## 1. Introduction

The Spanish fir (*Abies pinsapo* Boiss.) is an endemic conifer from southern Spain that belongs to the circum-Mediterranean firs group [1], which is cataloged as at risk of extinction on the International Union for the Conservation of Nature (UICN) Red List (as B1ab (i, ii, iii) + 2ab (i, ii, iii)) and in the Andalusian catalog of threatened species (as EN B1ab (iv) + 2ab (iv)). This species is considered isolated since the nearest populations of other fir species are found in northern Morocco (Rif range; *Abies maroccana*) and northern Spain (Pyrenees; *Abies alba*) [2]. This separation occurred prior to the Quaternary, according to palaeopalynological data [3]. The restricted distribution area (<3000 ha) of *Abies pinsapo* consists of scattered small patches in the western Baetic range that are distributed in three main areas: *Sierra de Grazalema* Natural Park (Cádiz), *Sierra de las Nieves* National Park (Malaga), and *Los Reales de Sierra Bermeja* Natural Reserve (Málaga). The national park contains 72.5% of the forest stands of Spanish fir that exist today [4]. This interesting conifer species lives in special ecological conditions under a particular subtype of Mediterranean climate that includes rainy seasons and severe warm and dry periods in summer.

In the last decade, considerable progress has been made in understanding the genetic and cellular processes that control the growth and survival of trees through the use of new genomic technologies that allow an overview of the set of genes and cellular processes involved in numerous aspects of development and adaptability to environmental stress factors [5,6,7]. The possibility of globally identifying, through genomic methodologies, genes functionally related to growth and the response to environmental stimuli in Spanish fir paves the way to implement restoration and conservation programs.

Intraspecific diversity can be defined as phenotypic variation between individuals of the same species and population [8]. This topic has been of great interest to scientists for decades, and plants exhibit significant intraspecific variation. Multiple lines of evidence strongly suggest that intraspecific variation has a positive effect on productivity as well as on resistance to biotic and abiotic stresses [9,10,11,12]. Intraspecific variation is a key component of community structure, ecosystem function, and adaptive evolution [8,13] and, therefore, in the resilience of the ecosystem. Intraspecific diversity can be the result of a variety of mechanisms, including local adaptation, artificial selection, parental conditions, and phenotypic plasticity [14]. In a genotypic framework, studies of intraspecific variation using several accessions of the model plant *Arabidopsis thaliana* revealed strategies for functional adaptation to climate change with consequences for important traits such as flowering, water-use efficiency, and total dry weight [15,16,17]. At the molecular level, genotypic variation can be the result of different mechanisms such as the existence of single nucleotide polymorphisms (SNPs) [18], the consequence of mutations in promotor sequences [19,20], the result of the effect of transposable elements (TEs) movement [21,22], or differential epigenomic mark deposition [12].

Although important discoveries have been made regarding intraspecific variation, most studies are focused on model plants [12,17,23,24,25,26]. Other plant species, particularly those that are endemic and have few tools and little information available for their study, have been scarcely studied. One suitable example of a poorly studied plant is the Spanish fir (*Abies pinsapo* Boiss.). In the National Park of *Sierra de las Nieves,* it is possible to find bluish and green needle phenotypes interspersed within the same area without the existence of spatial segregation between the variants (Figure 1). The aims of this work were to investigate, at the molecular and physiological levels, the possible causes of the above-mentioned difference, its biological significance, and the potential mechanisms behind the appearance of these two phenotypic variants.

## 2. Results

### 2.1. Spanish Fir Transcriptome Assembly Analysis

High-throughput cDNA sequencing was performed to define a reference transcriptome for Spanish fir (*A. pinsapo*). A combination of long reads obtained by pyrosequencing (454) and Illumina reads obtained from numerous samples were used for transcriptome assembly (Table 1). A preliminary analysis of the quality of the transcriptome assembly performed in this work was achieved using Full-LengtherNext (FLN) software. Table 2 shows the identification of 76,481 unigenes, of which only 8.29% were considered artifacts, resulting in 73,798 unigenes after resolving unmapped and misassembled transcripts and chimeras. Unigenes had an average length of 1799 base pairs (bp), and 36,503 were nonredundant transcripts based on ortholog identification (IDs). Remarkably, 20,135 full-length (FL) unigenes were reconstructed in the assembly, representing more than 50% of the total annotated unigenes (Table 2). In addition, the results derived from FLN analyses revealed that 37,021 unigenes did not possess significant homology to any other plant gene. These results may include new conifer genes but also artifactual assemblies. To distinguish between both possibilities, FLN includes a TestCode analysis [27] and a comparison with the noncoding RNA database (http://www.mirbase.org, accessed on 1 March 2021). Accordingly, it was estimated that at least 3409 nonredundant coding unigenes may be worth considering as putative new conifer genes. Finally, only 274 unigenes from this transcriptome assembly were determined to be candidate noncoding RNAs (ncRNAs). For these reasons, the minimum *A. pinsapo* transcriptome can be calculated as 19,086 unigenes with different IDs. In addition, when considering the 3409 unigenes without homology but with coding characteristics, plus the 274 noncoding RNAs, the *A. pinsapo* transcriptome could be composed of at least 22,769 unigenes (Table 2).

### 2.2. Differential Transcriptomics Revealed Different Gene Expression Patterns Depending on Tree Phenotype

To understand the molecular basis of the phenotypic differences between trees with bluish and green needles, hereafter bluish/green trees (Figure 1), transcriptome profiling was performed on the needles from bluish and green Spanish fir trees via RNA-seq. 

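RNA was sequenced from the needles of 6 bluish and 6 green trees, with 1 library per tree. The authors trimmed the paired-end reads, mapped the pairs to their assembled transcriptome with BWA MEM and counted the reads on each assembled transcript with sam2counts. The deposited values were these counts, without normalization, for 76481 transcripts, of which 2473 had no count in any library. Between 66111176 and 79064155 reads per library were counted in bluish trees, with a median of 70494630.5. In green trees the totals lay between 64978939 and 91973481, with a median of 79832184.5. The median of green trees lay above the highest total of bluish trees. For the difference between the mean totals p was 0.110 (exact permutation test, two-sided), which does not exclude a difference in depth. Of the values from 1 to 29 counts, 76.0% were even numbers. With a read pair taken as 2 counts for this reason, a count of 0 in a library allowed up to 3 read pairs or 6 counts, which was between 0.0695 and 0.0908 CPM depending on the library and covered counting error only.

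Transcripts with at least 2 CPM in at least 2 libraries were kept, which left 23352 transcripts holding between 98.7% and 99.3% of the counts of each library. The libraries were scaled with edgeR's TMM factors, which ranged from 0.947 to 1.04. The groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and transcripts with |logFC| > 1 and FDR < 0.05 were taken as DE transcripts, as in the paper. A positive logFC means a higher level in bluish trees. The paper's text names edgeR, the filter and both thresholds, and does not name the dispersion estimate or the test. CPM values were TMM-scaled, and errors are SDs over the 6 trees of a colour unless an SE is given. An SE is the size of the logFC divided by the square root of the quasi-likelihood test's F statistic.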

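Of the 23352 transcripts tested, 1 was differentially expressed between bluish and green trees by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was ap_23494, higher in bluish trees, with FDR = 2.43e-04. Its count was between 172 and 252 in each of the 6 bluish trees and 0 in each of the 6 green trees. Against 6 counts over the 6 green libraries together, the limit for 3 read pairs, ap_23494 was at least 241-fold higher in bluish trees. The quasi-likelihood test called 0 transcripts higher in green trees, and 1478 transcripts in either direction had an unadjusted p under 0.05. Of the alternatives tried, edgeR's exact test with a common dispersion for all transcripts moved the numbers of called transcripts most. It called 453 transcripts, 167 higher in bluish trees and 286 higher in green trees. DESeq2 called 22 transcripts, 7 higher in bluish trees and 15 higher in green trees, and edgeR's exact test with a dispersion for each transcript called 23, of which 6 were higher in bluish trees and 17 in green trees.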

A total of 457 differentially expressed (DE) transcripts were identified after comparative transcriptome sequencing, and 173 and 284 DE transcripts were upregulated and downregulated, respectively, in the comparison between needles from bluish and green trees (bluish vs. green). All differential expression results are shown in Dataset S1. 

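The paper names 72 transcripts in its text and Figure 2A, 28 as higher in bluish trees and 44 as higher in green trees. All 72 had the direction the paper gives, taking that of the text for ap_2470, and 0 of them passed both thresholds by the quasi-likelihood test, with Benjamini-Hochberg FDR between 0.735 and 0.910 over all transcripts tested. An unadjusted p under 0.05 was found for 43 of them. DESeq2 called 4 of the 72. Adjusted over the list alone, 11 of the 72 passed, which is not independent evidence because the study chose the list on these trees. With a common dispersion, the exact test called 71 of the 72. In 18 of the 72 transcripts, all 6 trees of the higher colour lay above the median of the other colour. In 15 transcripts, 1 tree held more than 50% of the summed CPM of its colour group. Among green trees, the highest was tree 4 for 25 and tree 3 for 12 of the 44 transcripts higher in green trees.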

Regarding the transcriptomics results, bluish trees exhibited enrichment in DE transcripts involved mainly in primary and secondary cell formation (Figure 2A), such as those encoding cellulose synthase (*ap_86459*, *ap_88208*), xyloglucan endotransglucosylase (*ap_2740*, *ap_15570*) and expansin (*ap_2687*). In addition, it was observed that bluish trees showed a higher number of coding transcripts related to the defense response such as jacalin-type lectin domain-containing protein (*ap_18349*), and chitinases (*ap_10285*, *ap_21337*), as well as signal transduction, including many leucine-rich repeat (LRR) receptor-like serine/threonine-protein kinase transcripts (*ap_12440*, *ap_13212*, *ap_57871*, *ap_90651*, *ap_90920*) (Dataset S1). In contrast, in green trees, a higher presence of DE transcripts for proteins involved in substrate transport (transporters) such as ammonium transporter (*ap_45727*), formate/nitrite transporter (*ap_1767*), allantoin permease (*ap_17692*), and amino acid permease (*ap_51656*), as well as transcripts encoding members of the major facilitator superfamily involved in the transport of small solutes across cell membranes (*ap_20959*, *ap_34051*, *ap_54447*, *ap_58946*, among others), was observed. 

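Cellulose synthase ap_86459 was at 6.75 ± 2.15 CPM in bluish trees and 3.39 ± 2.44 CPM in green trees, with logFC 0.99 (SE 0.375), and all 6 bluish trees lay above the median of the green trees. For cellulose synthase ap_88208, logFC 1.35 (SE 0.926) was found, and the spread between bluish trees (2.88 CPM) was close to the difference between the group means. The xyloglucan endotransglucosylase transcripts had logFC 1.01 (SE 0.696) for ap_15570 and 1.21 (SE 1.18) for ap_2740. In bluish trees, tree 2 alone held 50.4% of the summed CPM of ap_2740. Expansin ap_2687 was at 2.10 ± 2.26 CPM in bluish trees and 1.03 ± 1.08 CPM in green trees, and its logFC of 1.03 fell to 0.30 without bluish tree 2. For these 5 transcripts, FDR was between 0.773 and 0.883 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The exact test with a common dispersion called 4 of the 5, leaving out ap_86459, whose logFC was below 1.

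**Figure D1:**
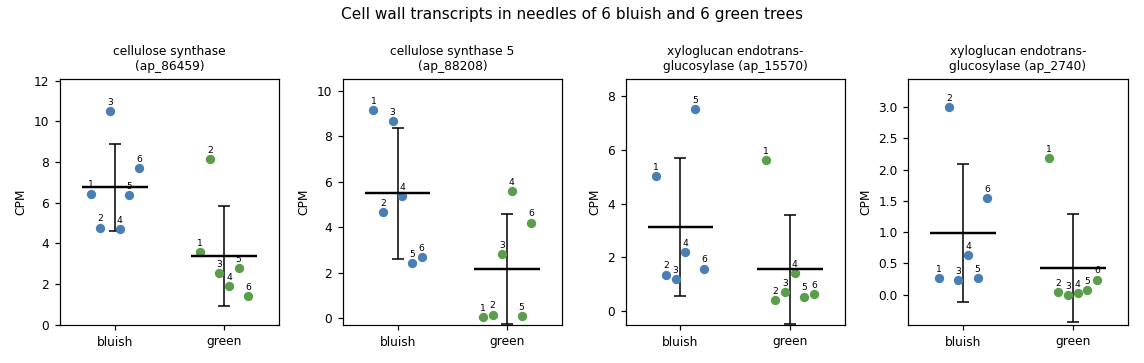
CPM of cellulose synthase and xyloglucan endotransglucosylase transcripts in each of 6 bluish and 6 green trees (points, numbered by tree), with the mean (line) and SD (bar) of each colour. The points of both colours overlap in each of the 4 plots, as for ap_86459, where bluish trees ranged from 4.72 to 10.5 CPM and green trees from 1.42 to 8.14 CPM.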

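The jacalin-type lectin transcript ap_18349 was at 35.4 ± 18.2 CPM in bluish trees and 17.3 ± 12.7 CPM in green trees, with logFC 1.03 (SE 0.444). Bluish tree 5 lay highest at 70.9 CPM, and without it the logFC was 0.71. Of the chitinases, ap_21337 had logFC 1.74 (SE 0.657) and ap_10285 had logFC 1.17 (SE 0.509), and in each of them 5 of the 6 bluish trees lay above the median of the green trees. The 5 LRR receptor-like kinase transcripts had logFC between 1.09 and 1.63. Among these, ap_12440 was carried by bluish tree 4, which held 59.2% of the group sum, and its logFC without that tree was 0.13. A count of 0 was found in 4 of the 6 green trees for ap_57871, which was at 6.89 ± 6.54 CPM in bluish trees and 2.67 ± 4.15 CPM in green trees. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, FDR was 0.773 for the lectin and both chitinases and between 0.773 and 0.909 for the kinases. The exact test with a common dispersion called all 8.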

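The ammonium transporter ap_45727 was at 2.5 ± 1.5 CPM in bluish trees and 6.82 ± 7.12 CPM in green trees, with logFC −1.45 (SE 0.588). Green tree 4 held 50.6% of the summed CPM of the green trees, and without it the logFC was −0.69. Green tree 4 was also the highest tree for the formate/nitrite transporter ap_1767, the amino acid permease ap_51656 and the major facilitator transcripts ap_20959, ap_54447 and ap_58946. The logFC of these major facilitator transcripts moved from −1.61 to −0.81, from −1.39 to −0.76 and from −1.32 to −0.65, respectively, when it was left out. Among green trees, allantoin permease ap_17692 and ap_34051 were highest in tree 3. In bluish trees, ap_17692 was at 14.5 CPM in tree 4 and at most 1.26 CPM in the others. In the first 1998 entries of Dataset S1, the part used here, which holds all 284 transcripts listed as higher in green trees, the best database hit was a green alga for ap_1767 and ap_54447, Carpinus fangiana for ap_20959 and ap_58946 and Anthurium amnicola for ap_45727. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the 8 transporter transcripts had FDR between 0.773 and 0.909. With a common dispersion, the exact test called all 8.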

Other transcripts differentially expressed in green trees included those encoding different ribosomal proteins (*ap_2470*, *ap_26629*, *ap_31990*, *ap_31976*, *ap_60516*, among others) (Figure 2A), and those involved in carbon metabolism, such as transketolase (*ap_22680*), epimerase (*ap_17677*), methylthioribose-1-phosphate isomerase (*ap_68963*), phosphoenolpyruvate carboxykinase (*ap_31997*), and isocitrate lyase (*ap_27804*), (Dataset S1).

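The ribosomal L18e/L15P transcript ap_2470 was at 30.6 ± 14.4 CPM in bluish trees and 61.6 ± 25.5 CPM in green trees, with logFC −1.01 (SE 0.327). A transcript of the same name, ap_81623, went the other way, at 56.1 ± 12.7 CPM in bluish trees and 23.0 ± 21.9 CPM in green trees, with logFC 1.29 (SE 0.679). Across the 12 trees the sum of both lay between 77.6 and 93.7 CPM, with 86.6 ± 5.56 CPM in bluish trees and 84.6 ± 5.28 CPM in green trees. The share of ap_2470 in this sum was 35.0% ± 15.3 in bluish trees and 72.0% ± 26.7 in green trees, for a pair that was chosen because its members go opposite ways in these trees.

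Of the carbon metabolism transcripts, methylthioribose-1-phosphate isomerase ap_68963 was at 0.0161 ± 0.0252 CPM in bluish trees and 1.63 ± 1.27 CPM in green trees, with logFC −6.50 (SE 1.41). It had no count in 4 of the 6 bluish trees and in 1 green tree. In green tree 5 it was at 0.0469 CPM, below the 0.0703 CPM that a count of 0 allowed in that library. Green trees 1, 3, 4 and 6 lay between 1.93 and 2.68 CPM. Epimerase ap_17677 was at 5.51 ± 1.18 CPM in bluish trees and 16.5 ± 15.1 CPM in green trees, with logFC −1.58 (SE 0.525). Transketolase ap_22680, phosphoenolpyruvate carboxykinase ap_31997 and isocitrate lyase ap_27804 were all highest in green tree 4, at means between 1.7 and 2.62 CPM in green trees. In Dataset S1 the best database hit was Anthurium amnicola for ap_22680 and Carpinus fangiana for ap_27804. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, FDR was between 0.755 and 0.822 for these 5 transcripts. For ap_68963, FDR was under 0.05 by DESeq2, by edgeR's likelihood ratio test and by its exact test with a dispersion for each transcript, which gave 7.05e-04, 0.0386 and 3.68e-04, and FDR over all alternatives ranged from 1.46e-43 to 1.00.

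**Figure D2:**
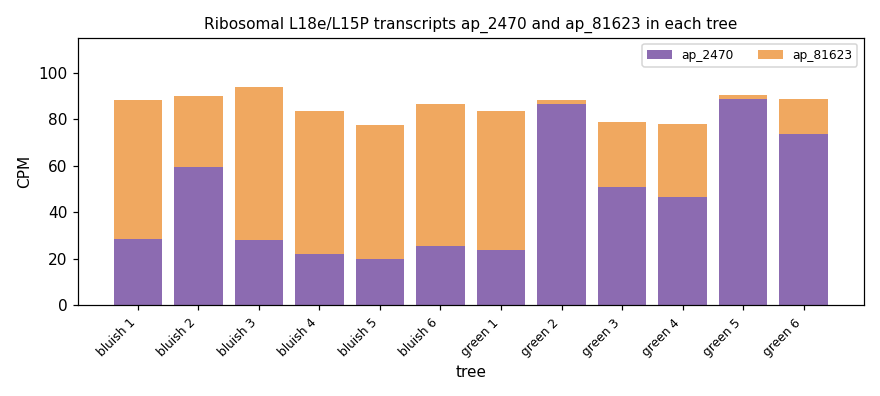
CPM of ap_2470 and ap_81623, stacked, in each of the 6 bluish and 6 green trees (bars). The stacked height stays between 77.6 and 93.7 CPM, while the part of ap_2470 ranges from 25.9% in bluish tree 5 to 98.3% in green tree 5.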

Interestingly, a different expression pattern of transcripts involved in chromatin remodeling processes and transcription regulation was also observed (Figure 2A) (Dataset S1). 

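The SET domain-containing transcript ap_34496 had no count in 3 of the 6 bluish trees and in 5 of the 6 green trees. It was at 2.28, 3.54 and 3.56 CPM in bluish trees 2, 3 and 4 and at 0.700 CPM in green tree 3, with logFC 3.75 (SE 1.81). Histone-lysine N-methyltransferase ASHR1 ap_12277 was at 6.89 ± 2.31 CPM in bluish trees and 3.44 ± 0.235 CPM in green trees, with logFC 1.00 (SE 0.209). Bluish trees ranged from 3.73 to 9.20 CPM and green trees from 3.17 to 3.78 CPM, so that bluish tree 1 lay below the highest green tree. The other ASHR1 transcript, ap_24242, was at 3.8 ± 1.91 CPM in bluish trees and 1.38 ± 0.624 CPM in green trees, with logFC 1.46 (SE 0.409), and all 6 bluish trees lay above the median of the green trees. Chromomethylase (CMT) ap_5633 was at 2.53 ± 2.81 CPM in bluish trees and 1.04 ± 1.58 CPM in green trees, and bluish tree 2 held 48.1% of the group sum. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, FDR was between 0.755 and 0.851 for these 4 transcripts, and the exact test with a common dispersion called all 4. Of the alternatives with a dispersion for each transcript, the likelihood ratio test called ap_12277 (FDR = 0.0382). DESeq2 gave it the lowest FDR of all alternatives, 0.0120, and did not call it because its logFC was not above 1, and the highest FDR was 0.968.

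**Figure D3:**
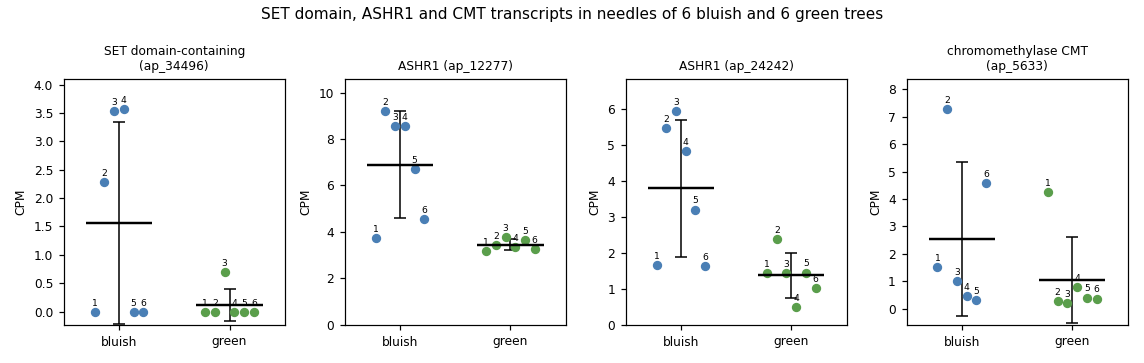
CPM of the SET domain-containing, ASHR1 and CMT transcripts in each of 6 bluish and 6 green trees (points, numbered by tree), with the mean (line) and SD (bar) of each colour. Green trees lie within 3.17 to 3.78 CPM for ap_12277, and green tree 1 at 4.25 CPM stands above the other green trees for ap_5633.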

Bluish trees exhibited overexpression of transcripts related to histone modification and epigenomic mark deposition, including a SET domain-containing protein (*ap_34496*), histone-lysine N-methyltransferase ASHR1 (*ap_12277*, *ap_24242*) and chromomethylase (CMT) (*ap_5633*) (Figure 2A) (Dataset S1). In green trees, upregulation of transcripts was found for the chromatin remodeling process, particularly those related to supporting the interaction between chromatin remodeling proteins and histones, such as Swi3, Ada2, N-Cor, and TFIIIB (SANT) domain-containing protein (*ap_14197*, *ap_16559*, *ap_22702*, *ap_78725*) and transposable elements (TEs) (*ap_21719*, *ap_75667*, *ap_85660*). However, differential expression patterns were observed for transcripts encoding transcription factors (TFs) (Figure 2A) (Dataset S1). These differences were also observed in transcripts associated with N metabolism and photosynthesis (Figure 2A).

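Figure 2A lists 7 SANT domain-containing transcripts as higher in green trees, with logFC here between −2.75 and −1.83. In each of them green tree 3 was the highest, and it held between 66.0% and 87.0% of the summed CPM of the green trees. The transcript ap_22702 was at 2.12 ± 1.92 CPM in bluish trees and 12.3 ± 21.6 CPM in green trees, with logFC −2.55 (SE 1.07), and at 55.7 CPM in green tree 3. Without green tree 3 the logFC moved to −0.54 for ap_14197 and −0.80 for ap_22702, and the direction reversed for ap_16559 (0.31) and ap_78725 (0.13). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, FDR was between 0.773 and 0.820, and the exact test with a common dispersion called all 7.

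Of the TE transcripts, ap_21719 was at 2.88 ± 0.697 CPM in bluish trees and 5.99 ± 3.34 CPM in green trees, with logFC −1.06 (SE 0.316), and all 6 green trees lay above the median of the bluish trees. The others, ap_75667 and ap_85660, had logFC −1.03 (SE 0.441) and logFC −1.01 (SE 0.590). FDR was between 0.773 and 0.820 by the same quasi-likelihood test for the 3 TE transcripts.

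**Figure D4:**
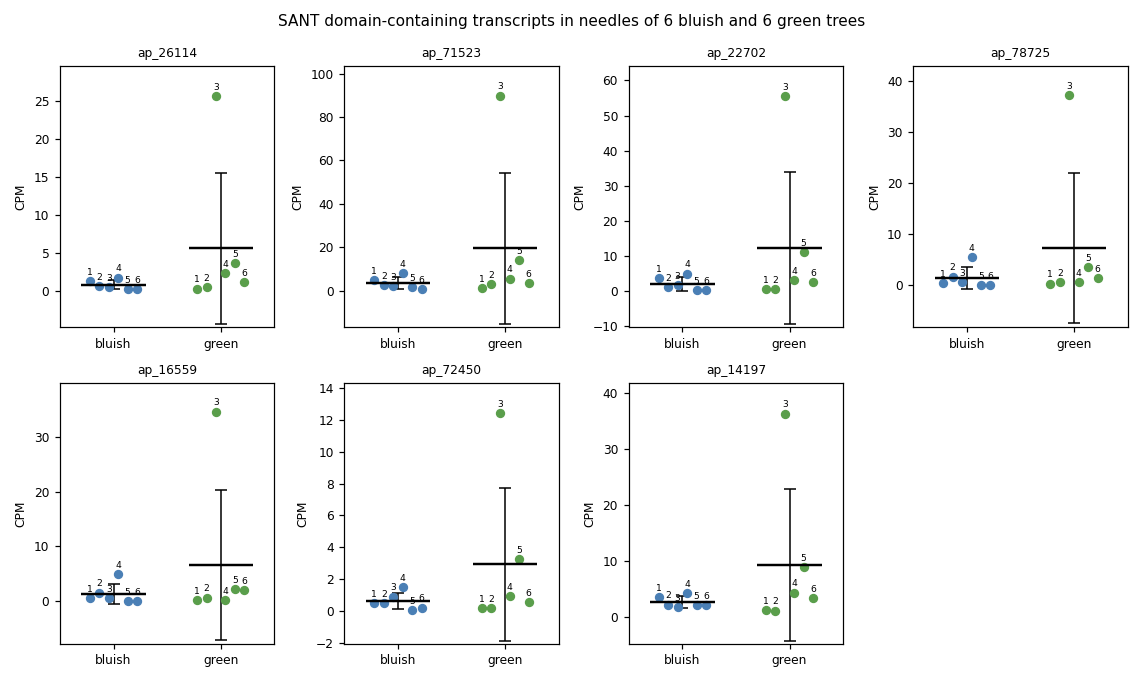
CPM of the 7 SANT domain-containing transcripts in each of 6 bluish and 6 green trees (points, numbered by tree), with the mean (line) and SD (bar) of each colour. Green tree 3 stands above the other 11 trees in each plot, for example at 89.9 CPM for ap_71523.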

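Among the TF transcripts higher in green trees, DAL19 ap_10727 was at 0.546 ± 0.310 CPM in bluish trees and 1.84 ± 1.03 CPM in green trees, with logFC −1.76 (SE 0.518). SOC1 ap_71580 had logFC −1.48 (SE 0.434) and the class III HD-ZIP transcript ap_89825 had logFC −1.25 (SE 0.496). In each of these 3 transcripts, 5 of the 6 green trees lay above the median of the bluish trees. Of the TF transcripts higher in bluish trees, the B3 domain-containing transcript ap_31855 had logFC 1.4 (SE 0.973) and the bHLH transcript ap_8789 had logFC 1.57 (SE 1.25). Both were highest in bluish tree 2, and among green trees both were highest in tree 1, at 1.74 and 2.5 CPM. The Agamous-like transcript ap_16931 had no count in 2 bluish and 3 green trees, and its logFC was 1.62 (SE 1.41). FDR by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.773 for the TF transcripts higher in green trees and between 0.846 and 0.878 for those higher in bluish trees. With a common dispersion, the exact test called all 6.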

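The photosynthesis transcripts higher in green trees were the RuBisCO small subunit (ap_72505) and the chlorophyll a-b binding proteins (ap_86407, ap_16219), and FDR was 0.735 for ap_72505 and ap_86407 and 0.773 for ap_16219 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In all 3, green tree 4 was the highest and held between 50.3% and 58.9% of the summed CPM of the green trees. DESeq2 and edgeR's exact test with a dispersion for each transcript called all 3. The phytocyanin transcript ap_6809 had a count in only 1 green tree and in 5 bluish trees, with logFC 1.71 (SE 1.66). Of the N metabolism transcripts, nitrate reductase was lower in bluish trees, and aspartate aminotransferase and asparagine synthetase were higher. FDR was between 0.773 and 0.910 by the same quasi-likelihood test for these 3 N metabolism transcripts.

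**Figure D5:**
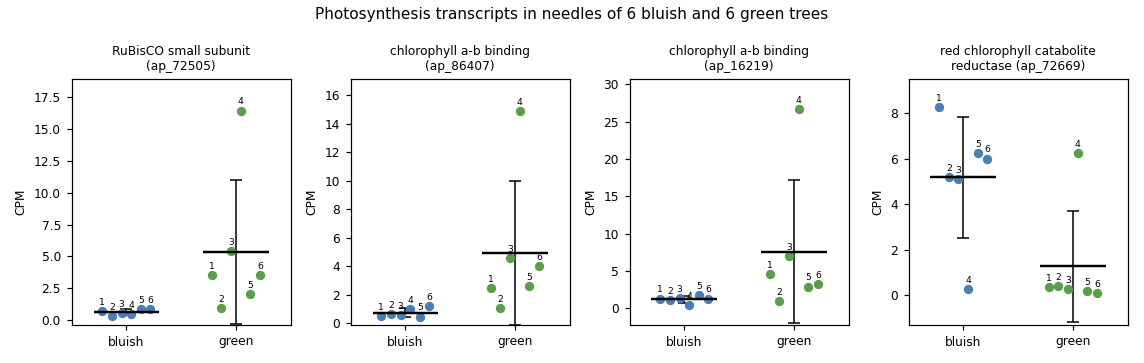
CPM of the RuBisCO small subunit, chlorophyll a-b binding and red chlorophyll catabolite reductase transcripts in each of 6 bluish and 6 green trees (points, numbered by tree), with the mean (line) and SD (bar) of each colour. Green tree 4 is the highest green tree in all 4 plots, at 16.5, 14.9, 26.7 and 6.26 CPM.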

Singular enrichment analysis (SEA) was performed individually for each gene expression regulation pattern (up- and downregulated) to classify the biological functions of DE transcripts in bluish versus green trees (Dataset S2). Only upregulated transcripts were found to be significantly enriched in Gene Ontology (GO) terms in categories under biological processes (BP) and cellular components (CC) (Figure 2B,C). 

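Dataset S2 lists 13 different transcripts under the GO terms found to be enriched among the transcripts higher in bluish trees, namely cell wall macromolecule metabolic process, extracellular region and cell wall. All 13 had a positive logFC, between 1.01 and 3.23. FDR was between 0.773 and 0.938 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 3 of the 13 at an unadjusted p under 0.05, and the exact test with a common dispersion called all 13. In 6 of the 13, 1 tree held more than 50% of the summed CPM of the bluish trees, and bluish tree 2 was the highest tree in 7. The transcript ap_76368, under extracellular region, was at 134 CPM in bluish tree 6 and 56.2 CPM in green tree 3, and its logFC of 1.44 reversed to −1.02 without bluish tree 6. The transcript ap_22874, under extracellular region and cell wall, was at 1.08 ± 1.37 CPM in bluish trees and 0.114 ± 0.188 CPM in green trees, with logFC 3.23 (SE 1.29). The chitinases and xyloglucan endotransglucosylases named by the paper account for 4 of the 6 transcripts under cell wall macromolecule metabolic process, and the others, ap_8387 and ap_7630, had logFC 1.07 (SE 0.577) and logFC 1.02 (SE 0.739). The enrichment itself was not analysed here.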

*Cell wall macromolecule metabolic process* (GO:0044036) was a unique term found to be enriched in BP (Figure 2B), while the terms enriched in CC were *extracellular region* (GO:0005576) and *cell wall* (GO:0005618) (Figure 2C).

To validate the transcriptomic analysis, the expression of several selected DE transcripts was analyzed by RT-qPCR (Figure 3) (Dataset S1). 

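In the RNA-seq libraries, the RNA recognition motif transcript ap_1400 was at 1.53 ± 1.45 CPM in bluish trees and 0.120 ± 0.169 CPM in green trees, with logFC 3.64 (SE 1.08). All 6 bluish trees lay above the median of the green trees, but bluish tree 6 was at 0.172 CPM and green tree 2 at 0.428 CPM. The CYP720B12v2 transcript ap_84836 was at 7.69 ± 1.83 CPM in bluish trees and 16.1 ± 14.5 CPM in green trees, with logFC −1.06 (SE 0.422). Green tree 4 was at 44.8 CPM, and without it the logFC was −0.42. FDR was 0.773 for both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the exact test with a common dispersion called both. RT-qPCR values were not analysed here.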

Within the bluish/green comparison the upregulation of red chlorophyll catabolite reductase (*ap_72669*), RNA recognition motif domain-containing protein (*ap_1400*), chromomethylase-CMT (*ap_5633*) and asparagine synthetase (*ap_14760*) was confirmed, while the downregulation of ribulose bisphosphate carboxylase small subunit (*ap_72505*), SANT domain-containing protein (*ap_22702*) and CYP720B12v2 (*ap_84836*) was also confirmed by quantitative determination of their relative transcript levels.

### 2.3. Physiological Markers Revealed Clear Differences between the Two Phenotypic Variants of Spanish Fir Trees

Several physiological markers were studied to further characterize the phenotypic variants of *A. pinsapo* (bluish/green trees) and validate the transcriptomic data previously obtained (Figure 4). Thus, green trees were observed to have more chlorophyll (both chlorophyll *a* and *b*) than bluish trees (Figure 4A–D). In particular, the chlorophyll *b* content was nearly three times higher in green trees (Figure 4B). In contrast, bluish trees showed a higher content of total carotenoids (Figure 4E) and violaxanthin (Figure 4F). However, no significant changes in antheraxanthin content were observed between green and bluish trees (Figure 4G). Interestingly, one of the major and significant differences in the contents of pigments was the high abundance of chlorophyll *b* in green trees, which contrasted with the higher amounts of total carotenoids exhibited by bluish trees (Figure 4E,F). The contents of proteins and chlorophylls are two suitable markers of N status [28], while cellulose constitutes one of the major sinks for carbon (C) in plants [29]. To study whether there was an alteration in the metabolic status/flux across the two phenotypic variants under study, soluble protein and cellulose content were measured as additional physiological markers. Interestingly, two different patterns were observed. The soluble protein content was significantly higher in green trees (Figure 4H), while the opposite result was obtained for the cellulose content (Figure 4I). Both the C and N contents were higher in green trees (Figure 4J,K). However, the C:N ratio was higher in bluish trees, mainly due to their lower N content (Figure 4L).

### 2.4. Chlorophyll Fluorescence of Needles from Spanish Fir Trees

To further investigate whether the differences in chlorophyll content altered the photochemical performance of PSII, the chlorophyll fluorescence of needles from bluish and green trees was analyzed. Needles from green trees showed a higher PSII maximum quantum efficiency than bluish trees, expressed as Fv/Fm (Figure 5A). Green trees showed higher electron transport rates (ETR) at light intensities above 100 µmol m^−2^ s^−1^ (Figure 5B). Fitting LCs using the Levenberg–Marquardt algorithm [30] rendered a higher photosynthetic efficiency (α) for green branches (Figure 5C). Finally, we found that saturating irradiance (Ek) and maximum electron transport rate (ETRmax) were also higher in green trees (Figure 5D,E).

## 3. Discussion

Transcriptome sequencing is an important starting point in genomic studies in plant species whose genome has not been characterized. This approach is especially useful in conifers that have megagenomes that are approximately six times larger than the human genome. A limited number of nucleotide sequences are available in public databases for Spanish fir [31]; these resources are insufficient to carry out functional and conservation studies. In the present work, a minimum reference transcriptome was defined for *Abies pinsapo* containing 22,769 nonredundant transcripts, which is close to the number of unique transcripts reported for the well-characterized transcriptomes of other conifer species such as *Picea glauca* and *Pinus pinaster* [32,33]. This reference transcriptome also provides a large collection of full-length cDNAs that are required for gene annotation, functional studies, and identification of relevant proteins in *A. pinsapo*.

In the last few years, there has been increasing interest in understanding the ecological roles of intraspecific variation regarding responses to environmental change, especially human-induced alterations to ecosystems and their effects on the loss of biodiversity [8,34,35,36,37]. However, there is still a lack of knowledge on the possible mechanisms underlying intraspecific variation and how to infer the potential ecological impacts of this variation. In the present work, two phenotypic variants of Spanish fir (trees with bluish or green needles) were characterized at the physiological and molecular levels to gain insights into the mechanism of the observed differences. 

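The chlorophyll a-b binding transcript ap_86407 was at 0.726 ± 0.308 CPM in bluish trees and 4.93 ± 5.04 CPM in green trees, with logFC −2.76 (SE 0.563). All 6 green trees lay above the median of the bluish trees. Left out in turn, the 12 trees gave logFC between −2.98 and −2.02, the latter without green tree 4. For ap_16219, 1.19 ± 0.443 CPM in bluish trees and 7.56 ± 9.59 CPM in green trees were found, with logFC −2.66 (SE 0.672), and −1.64 without green tree 4. The spread between green trees was larger than the difference between the group means in both transcripts. FDR was 0.735 for ap_86407 and 0.773 for ap_16219 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and over the alternatives it ranged from 3.58e-17 to 0.968 and from 1.79e-16 to 1.00. In Dataset S1, the best database hit of both transcripts was a green alga.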

Green trees revealed a higher PSII maximum quantum efficiency (Figure 5) which is consistent with the higher content of chlorophyll (Figure 4), as reported previously in other species [38], and the observed upregulation of transcripts for chlorophyll *a*-*b* binding proteins (Figure 2), the apoproteins of the light-harvesting complex of PSII [39]. In contrast, the lower chlorophyll content and reduced PSII maximum quantum efficiency in bluish trees appear to be closely linked to the upregulation of transcripts encoding red chlorophyll catabolite reductase (Figure 2), an essential enzyme involved in chlorophyll catabolism and degreening [40,41]. These results suggest lower stacking of thylakoids and lower energy transfer efficiency in the chloroplasts of bluish trees compared to green trees [42]. In addition, the higher values of electron transport efficiency (α) observed in needles from green trees (Figure 5C,D) suggest a better capacity for light capture and enhanced photosynthetic efficiency, probably due to more efficient light-harvesting complexes in comparison to bluish trees. 

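Red chlorophyll catabolite reductase ap_72669 was at 5.18 ± 2.66 CPM in bluish trees and 1.27 ± 2.45 CPM in green trees, with logFC 2.02 (SE 0.980). In bluish trees 1, 2, 3, 5 and 6 it lay between 5.11 and 8.26 CPM, and in bluish tree 4 at 0.287 CPM. In green trees other than tree 4 it was at most 0.428 CPM. With each tree left out in turn, the highest without green tree 4, the logFC was between 1.78 and 4.23. FDR was 0.791 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.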

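The RuBisCO small subunit transcript named by the paper, ap_72505, was at 0.616 ± 0.230 CPM in bluish trees and 5.32 ± 5.66 CPM in green trees, with logFC −3.11 (SE 0.601). All 6 green trees lay above the median of the bluish trees, and without green tree 4 the logFC was −2.32. In Dataset S1, the best database hit of ap_72505 was the green alga Lobosphaera incisa. The same entries hold 2 small subunit transcripts with a best hit in spruce, chosen after their values were seen. Transcripts outside the part of Dataset S1 used here were not searched, so other small subunit transcripts of the tree were not examined. Of these, ap_2598 was at 18.7 ± 9.44 CPM in bluish trees and 12.3 ± 4.28 CPM in green trees, with logFC 0.61 (SE 0.308), and ap_81338 was at 12.7 ± 6.38 CPM in bluish trees and 8.86 ± 3.1 CPM in green trees, with logFC 0.52 (SE 0.304). Neither difference was larger than the SD over bluish trees. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, FDR was 0.791 and 0.820, respectively. For ap_72505, FDR over the alternatives ranged from 3.43e-21 to 0.968, and it was under the threshold in 5 of 24 alternatives. These 5 were all the alternatives that used another test, and the rest were settings of the quasi-likelihood test.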

Bluish trees appear to have limited electron chain transport and downregulation of transcripts encoding ribulose 1,5-bisphosphate carboxylase/oxygenase (RuBisCO) (Figure 2), the key enzyme of the Calvin cycle [43]. Carotenoids are well known to be accessory pigments that help chlorophyll *a* capture light energy during photosynthesis, maintain the structure and function of photosynthetic complexes, quench chlorophyll triplet states, and play important roles in photoprotection and mitigate antioxidative processes [44,45]. In addition, the lack of carotenes such as violaxanthin, neoxanthin, and lutein has been found to apparently promote a smaller PSII light-harvesting chlorophyll antenna size [46]. Interestingly, bluish trees were found to harbor higher contents of total carotenoids and violaxanthin (Figure 4). Violaxanthin is the precursor of zeaxanthin via the intermediate antheraxanthin [47,48]. The reversible cyclic conversions of violaxanthin, antheraxanthin, and zeaxanthin are called the violaxanthin cycle and have been reported to have profound effects on light harvesting and light energy utilization in PSII [49]. Although it was not possible to quantify zeaxanthin, it is reasonable to hypothesize that bluish trees might harbor higher amounts of zeaxanthin than green trees. Therefore, all these findings suggest that bluish trees tend to compensate for their decreased photosynthetic capacity by modifying the PSII light-harvesting chlorophyll antenna through the accumulation of carotenes as reported in algae [46] and/or reinforcing PSI stability as occurs in terrestrial plants such as tomato [50]. It is possible that through this mechanism, bluish trees could avoid overreduction of the plastoquinone pool and the resulting photoinhibition of the PSII reaction centers [49] to ensure a lower but stable photosynthetic capacity.

It has been widely reported that carbon flux to cellulose production increases with photosynthesis [51]. Surprisingly, a higher cellulose content was found in needles from bluish trees (Figure 4), which agrees with the upregulation of several transcripts encoding cellulose synthase (Figure 2). 

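Of the cellulose synthase transcripts, ap_88208 was at 5.49 ± 2.88 CPM in bluish trees and 2.15 ± 2.42 CPM in green trees. With each of the 12 trees left out in turn, the logFC stayed between 0.83 and 1.47 for ap_86459 and between 1.09 and 1.91 for ap_88208. Green tree 2 was the highest green tree for ap_86459, at 8.14 CPM, above 5 of the 6 bluish trees. FDR was 0.773 for ap_86459 and 0.842 for ap_88208 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.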

A priori, this result seems to contradict the previously discussed results. However, mesophyll conductance to CO_2_, one of the main limitations in photosynthesis and thus CO_2_ assimilation [52,53], was recently described to correlate negatively with cellulose and hemicellulose content in the cell walls of conifers [54] due to their thickness [54,55,56]. Therefore, this evidence is consistent with the greater amount of cellulose present in the needles of bluish trees, as well as with the overexpression of genes encoding cellulose synthases and xyloglucan endotransglucosylase/hydrolases.

Regarding carbon (C) metabolism, our results suggest a better C metabolic status in needles from green trees in agreement with the higher photosynthetic capacity observed and the slightly higher total C content (Figure 4). Therefore, our results strongly suggest that the differences observed at the photosynthetic level could alter cell wall composition. Finally, C and N metabolism is well known to be two closely linked metabolic pathways [57]. In the needles from green trees, the upregulation of several transcripts encoding enzymes in the tricarboxylic acid cycle was observed (Figure 2), and this upregulation seems to be closely linked to enhanced N metabolism, as revealed by the higher total N content in needles from green trees and the differences observed related to the C:N ratio (Figure 4). 

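Succinate-semialdehyde dehydrogenase ap_39185 was at 0.736 ± 0.330 CPM in bluish trees and 2.78 ± 2.40 CPM in green trees, with logFC −1.92 (SE 0.571). Aconitate hydratase ap_27858 was at 0.687 ± 0.298 CPM in bluish trees and 1.75 ± 1.34 CPM in green trees, with logFC −1.35 (SE 0.570). Green tree 4 was the highest tree for both, and without it the logFC was −1.38 and −0.96. In Dataset S1 the best database hit of ap_39185 was Carpinus fangiana. Glutamate decarboxylase ap_22265, which Figure 2A groups with them, was higher in bluish trees, at 2.52 ± 1.11 CPM in bluish trees and 0.752 ± 0.982 CPM in green trees. FDR was 0.773 for ap_39185 and ap_27858 and 0.820 for ap_22265 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the exact test with a common dispersion called all 3.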

Inorganic N assimilation for amino acid biosynthesis is a metabolic process that requires a continuous supply of energy and carbon skeletons [58,59]. Indeed, our transcriptomic data also suggest a better C and N status in needles from green trees since needles from bluish trees showed an upregulation of transcripts for aspartate aminotransferase (*ap_91455*) and asparagine synthetase (*ap_14760*) (Figure 2). This result is consistent with the lower photosynthetic capacity observed in these trees since the amino acid asparagine is employed as a temporal N reserve when the flux of carbon is limited [60]. In contrast, green trees exhibited a higher N content (Figure 4) and a concomitant upregulation of transcripts encoding nitrate reductase (NR) (Figure 2), strongly supporting active N assimilation since NR catalyzes the rate-limiting step in the nitrate assimilation pathway [61], and is coupled to photosynthetic energy production [62]. 

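Aspartate aminotransferase ap_91455 had no count in 2 bluish and 4 green trees and was at 0.918 ± 1.09 CPM in bluish trees and 0.342 ± 0.765 CPM in green trees, with logFC 1.41 (SE 1.62). Asparagine synthetase ap_14760 was at 1.08 ± 1.25 CPM in bluish trees and 0.119 ± 0.248 CPM in green trees, with logFC 3.16 (SE 1.37). It had a count in all 6 bluish trees and in 2 green trees, at 0.618 CPM in green tree 1, and bluish tree 2 held 48.1% of the group sum. The SD over bluish trees was larger than the group mean in both transcripts. FDR was 0.910 and 0.773 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, respectively.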

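Nitrate reductase ap_30456 was at 1.06 ± 0.849 CPM in bluish trees and 3.02 ± 3.15 CPM in green trees, with logFC −1.52 (SE 0.754). Green tree 4 held 46.9% of the summed CPM of the green trees, and without it the logFC was −0.86. FDR was 0.791 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the exact test with a common dispersion called it.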

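Besides the L18e/L15P transcripts, Figure 2A and the text list 8 transcripts for ribosomal proteins (L19, L13a-2, L15, S6, L17, L35 and S28) and elongation factor 1-gamma as higher in green trees. Their means were between 1.33 and 2.40 CPM in green trees and between 0.574 and 0.951 CPM in bluish trees, with logFC from −1.58 to −1.02. Green tree 4 was the highest tree in all 8 and held between 34.8% and 46.9% of the group sum. Without green tree 4, 5 of the 8 no longer reached 2 CPM in 2 libraries. The best database hit in Dataset S1 was Anthurium amnicola for ap_31976 (L15), ap_27904 (L17) and ap_48972 (elongation factor). Of the 8, 6 had an unadjusted p under 0.05. FDR was between 0.773 and 0.791 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the exact test with a common dispersion called all 8. Another L18e/L15P transcript, ap_26945, had a count in 2 bluish and 3 green trees, with logFC −4.25 (SE 1.73). Ribosomal protein SA ap_58880 was higher in bluish trees, with logFC 1.22, which reversed to −0.0500 without bluish tree 3.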

Finally, the above findings also agree with the higher content of soluble proteins (Figure 4) and the broad upregulation of ribosomal protein-coding transcripts observed in the needles from green trees (Figure 2).

The above findings suggest that bluish trees may represent a local adaptation or ecotype to stressful climatic (and soil) conditions. The bluish phenotype occurs mainly and is more abundant in the lower ecotone of the *Abies pinsapo* eastern-most populations in the Yunquera forest (personal communication from J.B. López-Quintanilla—Forest Service regional coordinator of the *A. pinsapo* Recovery Plan-). This area shows some of the driest conditions across the whole *A. pinsapo* distribution area [63,64]. Moreover, the Yunquera population showed the earliest and most intense decline and dieback process associated with ongoing climate change at the regional level [65]. In a comparative study using most of the circum-Mediterranean fir species, the fir populations currently suffering under warmer and drier conditions were predicted to be subjected to a very high level of vulnerability by the end of the XXI century, with the *Abies pinsapo* population at Yunquera-Sierra de las Nieves being one of the most affected among the 30 populations studied around the whole Mediterranean Basin [66]. On the other hand, low soil P availability and a N/P co-limitation of productivity have been reported for the Yunquera forest [67,68]. Thus, our results support that the bluish phenotype might be useful for generating a variety that is especially well adapted to stressful conditions in climate-adaptation plans for this species (e.g., ex situ plantations, strengthening the adaptive capacity of forest masses in areas with suboptimal climatic and edaphic conditions).

Moreover, the obtained results also lead to the question of the causes behind these differences. In this case, it is tempting to hypothesize that the observed differences could be, at least, partially attributed to epigenomic changes, as suggested by the transcriptomic analyses. Therefore, clearly different tendencies related to chromatin structure-related transcripts were observed (Figure 2). For example, in needles from green trees, upregulation of coding transcripts for several SANT domain-containing proteins was observed (Figure 2). This protein domain is widely known to allow the interaction of chromatin remodeling proteins with histones [69,70,71]. 

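The SANT transcripts ap_26114, ap_71523 and ap_72450, shown in Figure 2A only, had logFC −2.75 (SE 0.984), logFC −2.56 (SE 1.00) and logFC −2.27 (SE 1.04). In green trees other than tree 3, ap_71523 was at most 14.0 CPM and ap_26114 at most 3.74 CPM. Histone H2B ap_85346 was at 1.18 ± 1.80 CPM in bluish trees and 4.04 ± 3.58 CPM in green trees, with logFC −1.78 (SE 0.892), and in bluish trees it was at 4.85 CPM in tree 4 and at most 0.563 CPM in the others. FDR was between 0.773 and 0.791 for these 4 transcripts by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From the transcripts related to chromatin structure, the paper proposes that part of the differences between bluish and green trees could be attributed to epigenomic changes.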

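With each of the 12 trees left out in turn, the logFC of the ASHR1 transcripts stayed between 0.90 and 1.13 for ap_12277 and between 1.29 and 1.69 for ap_24242. Adjusted over the 72 named transcripts alone, FDR was 0.00858 for ap_12277 and 0.0346 for ap_24242 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is not independent evidence because the study chose the list on these trees. For CMT ap_5633, logFC 1.27 (SE 0.915) was found, which moved to 0.59 without bluish tree 2 and to 2.65 without green tree 1.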

On the opposite side of the comparison, the upregulation of several histone-lysine N-methyltransferase ASHR1 and DNA methyltransferase chromomethylase (*CMT*) coding transcripts was observed (Figure 2). These proteins have been widely reported to mediate transcription through posttranslational histone modifications [72] and cytosine methylation of specific DNA sequence [73] processes. Therefore, different chromatin states and genome DNA methylation patterns could affect gene transcription, as has been described in multiple eukaryotic organisms [74,75,76,77,78], since these modifications play important roles in the regulation of chromatin condensation and DNA accessibility [79]. All these phenomena could also explain the differences observed in the differential expression of several transcription factors (Figure 2) that could be involved in the differential gene responses observed. Future works on epigenomic marks in Spanish fir, along with genome information, will be needed to elucidate this point.

## 4. Conclusions

Knowledge of the molecular basis of growth and development as well as the mechanisms underlying the response to environmental stimuli is essential for the conservation of forest trees. The Spanish fir tree is an under-investigated tree in molecular terms, and the current knowledge of basic biological processes is quite limited. However, advances in high-throughput techniques are enabling holistic approaches for a better understanding of fundamental tree biology. In this work, the transcriptome of Spanish fir was assembled, providing a large catalog of expressed genes (22,769), within which a high proportion of them (approximately 55%) were full-length transcripts. This achievement represents a valuable resource for functional genomics studies in this relict conifer species and for gene annotation of its genome. As the first case of study for the implementation of the above genomic resource, two phenotypic variants of Spanish fir trees were analyzed at the physiological and molecular levels. Differential regulation of the transcriptome was observed in the needles from bluish and green trees with changes in the light-harvesting complex/photosynthetic capacity and cell wall composition. These findings suggest a local adaptation for the differential management of photosynthetic efficiency and the use of nutrients such as N. With regard to the potential mechanism behind this intraspecific variation, a hypothesis is proposed based on possible changes in the chromatin state and genomic DNA methylation patterns since epigenetic changes may be inherited by the next generation. Further research efforts are needed to provide a better understanding of the nature of these trees to design appropriate conservation and management strategies for these endangered tree species.

## 5. Materials and Methods

### 5.1. Plant Material

Plant material used for transcriptome sequencing was harvested at different locations in *Parque Nacional de la Sierra de las Nieves* (Yunquera, Málaga, Spain). A variety of *A. pinsapo* tissues were collected in April 2013 from adult trees at *Puerto Saucillo* and seedlings for cDNA synthesis and pyrosequencing. Additionally, as a source of RNA for sequencing analysis using the Illumina platform, in the dry summer (august) and wet spring (may) seasons of 2017, we collected needles samples from trees in dense stands, trees in thinned stands, and artificially shadowed trees within thinned stands. For this, we used control and treated plots from a climate-adaptation field assay at *Cañada Bellina* in which structural diversity enhancement thinning treatments had been applied in 2004 to declining and dense *A. pinsapo* stands in order to reduce intraspecific competition for water and light (see [80,81] for more details). Needles from adult trees with green and bluish leaf phenotypes were sampled at *Hoyo Millán* at 1080 m altitude. The harvesting of needles from six independent green and bluish trees was carried out in April 2021. The samplings were carried out 5–6 h after sunrise. Harvested samples were immediately frozen in liquid N and subsequently placed in dry ice for transport to the laboratory. All frozen samples were homogenized with a Mixer Mills MM400 (Retsh, Haan, Germany) and stored at −80 °C until RNA isolation or further use.

### 5.2. Total RNA Isolation

RNA was extracted as described by [33] from ground powder stored at −80 °C. A treatment with RQ1 RNase-Free DNase (Promega, Madison, WI, USA) was applied to remove genomic DNA from the RNA samples. Total RNA quantification and purity were estimated using a NanoDrop ND-1000 spectrophotometer (Thermo Scientific, Waltham, MA, USA), and RNA integrity was checked by agarose gel. RNA quality was also determined in a 5200 Fragment Analyzer System (Agilent, Santa Clara, CA, USA) using the Agilent DNF-472 HS RNA Kit (Agilent, Santa Clara, CA, USA). Only samples with RIN > 7 were selected for sequencing.

### 5.3. Whole Transcriptome Sequencing and Transcriptome Assembly

Transcriptome sequencing using the GS-FLX+ platform was performed at the Universidad de Málaga ultrasequencing facility [82], and the sequencing by Illumina was carried out by Novogen (HK). RNA libraries for sequencing were prepared using a GS-FLX Titanium kit (Roche Applied Sciences, IN, USA) and a TruSeq RNA kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. The samples were sequenced using GS-FLX as reads of 1000 bp in length and Illumina NovaSeq 6000 as paired-end reads of 150 bp in length. Data have been deposited in the NCBI’s SRA database [83] and are accessible in the BioProjects PRJNA781601 and PRJNA858095, respectively.

Subsequent read processing was made in the Picasso supercomputer at Supercomputing and Bioinnovation Center (SCBI, Universidad de Málaga). The raw reads were trimmed (quality and contamination) using SeqTrimBB software (https://github.com/rafnunser/seqtrimbb, accessed on 10 January 2020)). Only the pairs in which both reads passed the quality test were further analyzed (Q > 20). The resultant reads were assembled using Trinity 2.11 [84]. Contigs lower than 400 pb were eliminated. For the rest of contigs, the redundancy was reduced using CD-HIT-EST software [85]. The final transcriptome of *A. pinsapo* was used as the reference for the read mapping that was performed with BWA using the MEM option [86]. The read count was obtained with the phyton script *sam2counts* (https://github.com/vsbuffalo/sam2counts, accesed on 25 March 2021). In the transcriptomic profiling of bluish and green needles, differentially expressed (DE) transcripts were identified using the edgeR package for R. The transcripts were normalized by cpm and filtered; 2 cpm in at least 2 samples [87]. Each sample was from a single tree exhibiting a bluish or a green phenotype. Samples were grouped by phenotypic color variation (Figure S1). 

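Over the 23352 kept transcripts, the correlation of log2 CPM (TMM factors, prior count 2) was between 0.910 and 0.957 for all pairs of libraries. These correlations are across transcripts, which are not independent replicates. Their median was 0.937 among bluish trees, 0.928 among green trees and 0.932 between trees of different colour. The mean Euclidean distance in log2 CPM was 122 between trees of different colour and 119 between trees of the same colour, a difference of 2.89. In 36 of the 462 splits of the 12 trees into 6 and 6 the difference was as large (exact permutation test, one-sided, p = 0.0779). The first principal component held 17.0% of the variance and its scores did not differ between colours by more than the spread between trees (exact permutation test, two-sided, p = 0.0649).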

Only the transcripts with |logFC| > 1 and FDR < 0.05 were considered as differentially expressed (DE). These RNA-seq data have been deposited in the NCBI’s Gene Expression Omnibus [88] and are accessible through GEO Series with the accession number GSE189122 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE189122 accessed on 11 July 2022).

### 5.4. Transcriptome Assembly Analysis

The assembled transcriptome of *A. pinsapo* was analyzed using Full-LengtherNext (FLN; https://rubygems.org/gems/full_lengther_next/versions/1.0.1 accessed on 11 July 2022) software to provide gene description and to identify which unigenes corresponded to full-length cDNAs (FLcDNAs), noncoding RNAs (ncRNAs), and putative protein sequence, and to obtain a quick preview of unigene content in the Spanish fir transcriptome.

### 5.5. Functional Annotation and Enrichment Analyses

The assembled transcriptome was functionally annotated with BLAST2GO [89] using DIAMOND software with blastx option [90] against the NCBI’s plants-nr database [83]. Blast results were considered valid with e < 1.0 × 10^−6^. Singular enrichment analysis (SEA) of the GO terms was made in the AGRIGO v2.0 web tool under standard parameters using as GO term reference the whole assembled transcriptome annotation [91].

### 5.6. Reverse-Transcription Quantitative PCR (RT-QPCR)

Reverse-transcription reactions were performed using iScrptTM Reverse-Transcription Supermix (Bio-Rad, Hercules, CA, USA) using 1 µg of total RNA. The qPCR reactions were carried out using 5 ng of cDNA and qPCRBIO SyGreen Mix Lo-ROX (PCR BIOSYSTEMS, London, UK) in a final volume of 10 µL. The reactions were developed on a C1000TM Thermal Cycler with a CFX384TM Touch Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) under the following conditions: 3 min at 95 °C (1 cycle), 1 s at 95 °C, and 5 s at 60 °C (50 cycles), with a melting curve from 60 °C to 95 °C. The raw fluorescence data from each reaction were fitted to the MAK3 model [92]. The initial target concentration (D0 parameter) was determined using the R package qpcR [93]. To normalize expression data, two ortholog reference genes previously tested for RT-qPCR experiments in maritime pine [94] were identified and tested: PSFP (peptidase S24/S26A/S26B/S26C family protein) and SLAP (Saposin-like aspartyl protease). For RT-qPCR analysis, six biological replicates and three technical replicates per sample were used. Primers used for RT-qPCR are presented in Table S1.

### 5.7. Soluble Proteins, Chlorophyll and Carotenoid Determination

Soluble proteins were extracted using 50 mg in the case of needles. The extraction was performed by adding 1 mL of extraction buffer (50 mM Tris-HCl pH 8, 1 mM EDTA, 10 mM MgCl_2_, 0.5 mM dithiothreitol (DTT), 20% (*w*/*v*) glycerol, 0.1% (*v*/*v*) Triton X-100, 1% (*w*/*v*) polyvinylpyrrolidone (PVP), and 1% (*w*/*v*) polyvinyl(poly)pyrrolidone (PVPP)) and 30 mg of fine sea sand. The resulting extract was centrifuged at 16,000× *g* for 30 min at 4 °C. The obtained supernatants were recovered and used for protein determination through Bradford’s procedure using a commercial reagent (Protein Assay Dye Reagent; Bio-Rad, Hercules, CA, USA) and bovine serum albumin (BSA) as a standard [95].

The quantification of chlorophylls and total carotenoids (xanthophylls and carotenes) was performed using 50 µL of protein extract mixed with 950 µL of 80% (*v*/*v*) acetone. Samples were incubated at 4 °C overnight. The resulting extracts were centrifuged at 13,500× *g* at 4 °C for 10 min, and the absorbance was measured at 470, 664, and 647 nm. The contents of chlorophylls and total carotenoids were calculated according to [96].

### 5.8. Pigment Extraction and Quantification

Pigment quantification was determined using 10–15 mg of grounded needles from blue and green trees. Samples were mixed with 500 µL of N, N-dimethylformamide, and they were extracted in the dark overnight at 4 °C. After the incubation period, samples were filtered using a 0.2 µm PTFE syringe filter and placed in amber vials with inserts. Vials containing samples were placed in a thermos-tatted autosampler, and they were injected into the HPLC system (HPLC Ultimate 3000, Thermo Fisher Scientific, Waltham, MA, USA) equipped with ACE Excel 2 C18 columns (100 × 3 mm) and carried by the mobile phase to UV-Vis Dionex Ultimate 3000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). The mobile phase composition was in a gradient (0–8 min 75% A and 25% B, 8–10 min 25% A and 75% B, 10–18 min 10% A and 90% B, 18–40 min 100% B, 40–50 min 75% A and 25% B and 50–61.2 min 75% A and 25% B), where A was 0.05 M tetrabutylammonium, 1 M ammonium acetate in H_2_O, and B was methanol/acetone (50:50 *v*/*v*). The flow rate used was 0.3 mL/min. The equipment software (Xcalibur, Thermo Fisher Scientific) was used to process the chromatography data to quantify the amounts of carotenoids present in the samples. Certified standards were used as references.

### 5.9. Cellulose Quantification

Cellulose content was determined by the anthrone method [97]. Briefly, 100 mg of tissue powder was boiled in 1 mL acetic-nitric reagent (acetic acid:nitric acid:water, 8:1:2) for 30 min to remove hemicellulosic and lignin carbohydrates. After centrifugation at 4500× *g* for 20 min, the supernatant was removed, and the remaining material was washed twice with 1 mL of distilled water. The cellulose samples were then hydrolyzed in 67% (*v*/*v*) sulfuric acid for 16 h at 37 °C, and the glucose content of the samples was determined as follows: 100 µL of the sulfuric acid hydrolyzed samples was mixed with 900 µL of water and 10 µL of 0.2% (*w*/*v*) anthrone in concentrated sulfuric acid on ice. The samples were boiled for 10 min, and then the absorbance was measured at 630 nm. Cellulose content was calculated based on a previously determined standard using commercial cellulose from Sigma-Aldrich (St. Louis, MO, USA).

### 5.10. Elemental Analysis

Ground powder (100 mg) of six bluish and green needles samples were dried at 80 °C for 48 h in an oven. Total carbon (C) and nitrogen (N) contents were determined by an elemental macro-analyzer Leco truSpec CHNS (Leco Corporation, St. Joseph, MI, USA) at the Atomic Spectrometry Unit, University of Málaga.

### 5.11. Chlorophyll Fluorescence Analysis

Variable chlorophyll A fluorescence was monitored using a JUNIOR-PAM chlorophyll fluorometer (Heinz Walz GmbH, Effeltrich, Germany) controlled by WinControl-3 software (Heinz Walz GmbH, Effeltrich, Germany). Three branches were harvested from nine independent green and bluish trees. For measurements, after 20 min dark-incubation, the fluorometer glass fiber was set at 1 mm distance from the needle using the magnetic leaf clip. Once stable minimum fluorescence (Fo) was detected, the rapid light curve program protocol was started. Twenty seconds steps of actinic illumination (PAR) ranging from 0 to 420 µmol m^−2^ s^−1^ (PPFD) were applied. The maximum photochemical quantum yield of photosystem II (PSII) was recorded at the first saturating pulse and relative electron transport rate (ETR), calculated for each PAR illumination by WinControl-3. Light Curves were fitted using Levenberg–Marquadt algorithm [98] (ETR = ETRmax · tanh (α·PPFD/ETRmax)).

## Figures and Tables

**Figure 1:**
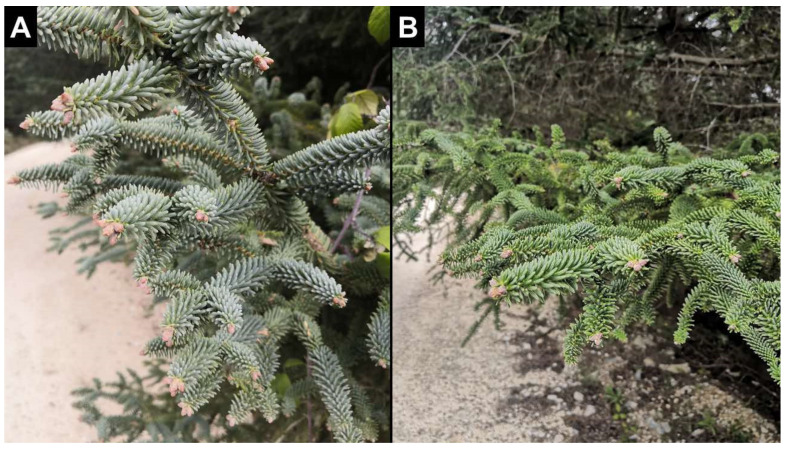
Image of the bluish (**A**) and green (**B**) needles of adult Spanish fir.

**Figure 2:**
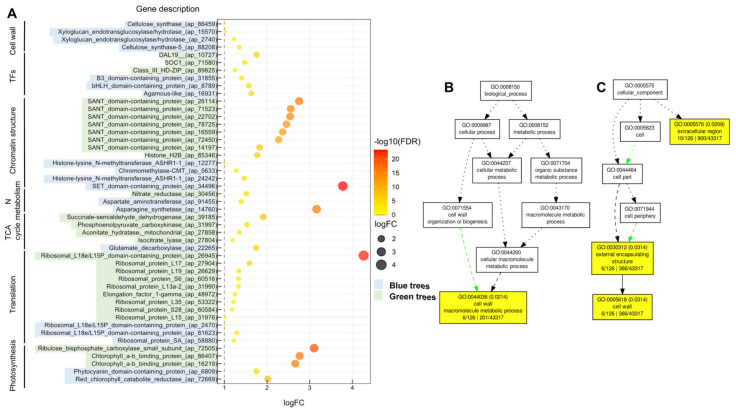
Transcriptome analysis on the needles from bluish and green trees. (**A**) Graphical representation of differentially expressed (DE) transcripts based on their representation (logFC) and statistical significance (−log10 FDR) regarding different cellular processes/pathways. Singular enrichment analysis (SEA) of the GO terms was made in the AGRIGO v2.0 web tool under standard parameters using as GO term reference the whole assembled transcriptome annotation. Blue-labeled transcripts correspond to a higher abundance of DE transcripts in needles from bluish trees. Green-labeled transcripts correspond to a higher abundance of DE transcripts in needles from green trees. (**B**) Significant GO biological process terms from significant DE transcripts after a SEA analysis. (**C**): Significant GO cellular component terms from significant DE transcripts after a SEA analysis. The harvesting of needles from six independent green and bluish trees was carried out in April 2021 at *Hoyo Millán* at 1080 m altitude.

**Figure 3:**
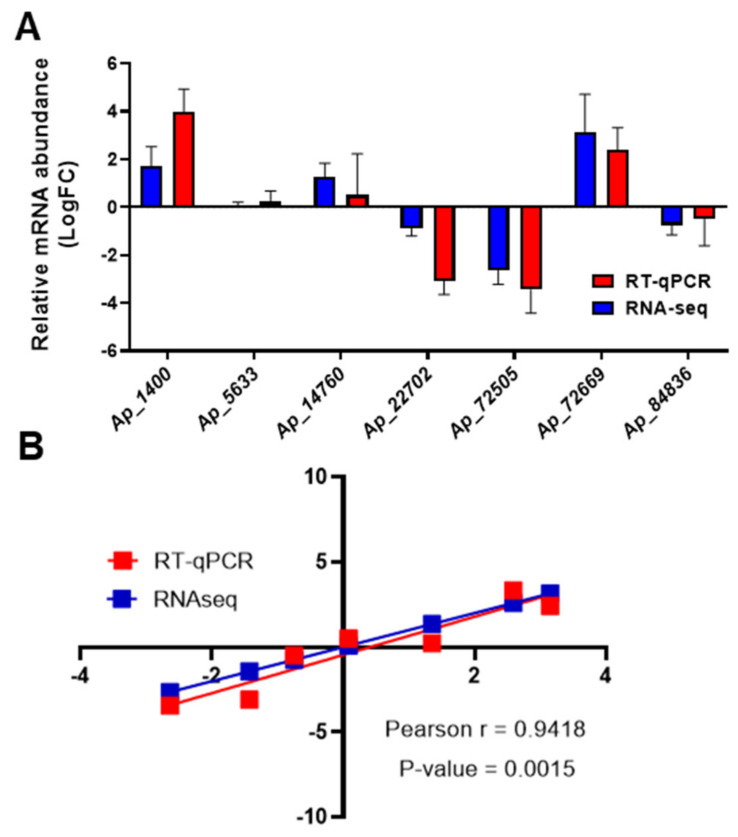
Validation of transcriptome sequencing. (**A**) Experimental validation of RNA-seq results for 7 DE transcripts through RT-qPCR (quantitative reverse-transcription polymerase chain reaction). *Ap_1400*: Putative RNA recognition motif domain-containing protein; *Ap_5633*: Chromomethylase (CMT); *Ap_14760*: Asparagine synthetase; *Ap_22720*: SANT domain-containing protein; *Ap_72505*: Ribulose bisphosphate carboxylase (RuBisCO) small subunit; Ap_72669: Red chlorophyll catabolite reductase; *Ap_84836*: Cytochrome P450 CYP720B12v2. Red and blue columns correspond to transcript abundance quantified by RT-qPCR and RNA-seq, respectively. (**B**) Gene expression correlation between RT-qPCR and RNA-seq data. Pearson r: Pearson correlation coefficient.

**Figure 4:**
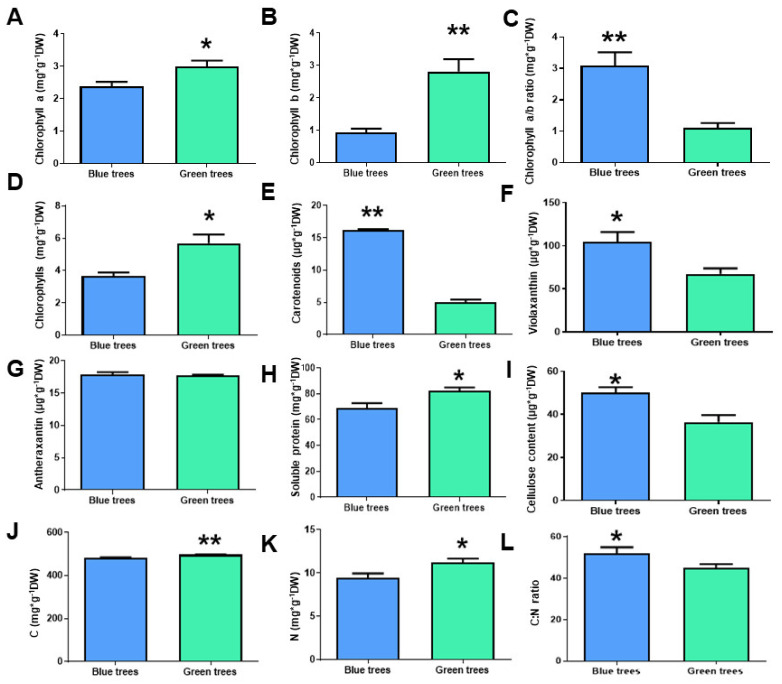
Profiles of plant physiological markers in needles from bluish and green trees. (**A**): Chlorophyll A content. (**B**): Chlorophyll B content. (**C**): Chlorophyll a/b ratio. (**D**): Total chlorophyll content. (**E**): Total carotenoid content. (**F**): Violaxanthin content. (**G**): Antheraxanthin content. (**H**): Soluble protein content. (**I**): Cellulose content. (**J**): Carbon (C) content. (**K**): Nitrogen (N) content. (**L**): C:N ratio. Blue columns correspond to needles from bluish trees. Green columns correspond to needles from green trees. Significant differences were determined with a *t*-test for each phenotypic needle variation. Asterisks (*) above the columns show significant differences based on: * at *p* < 0.05; ** at *p* < 0.01, Error bars show SE with n = 6.

**Figure 5:**
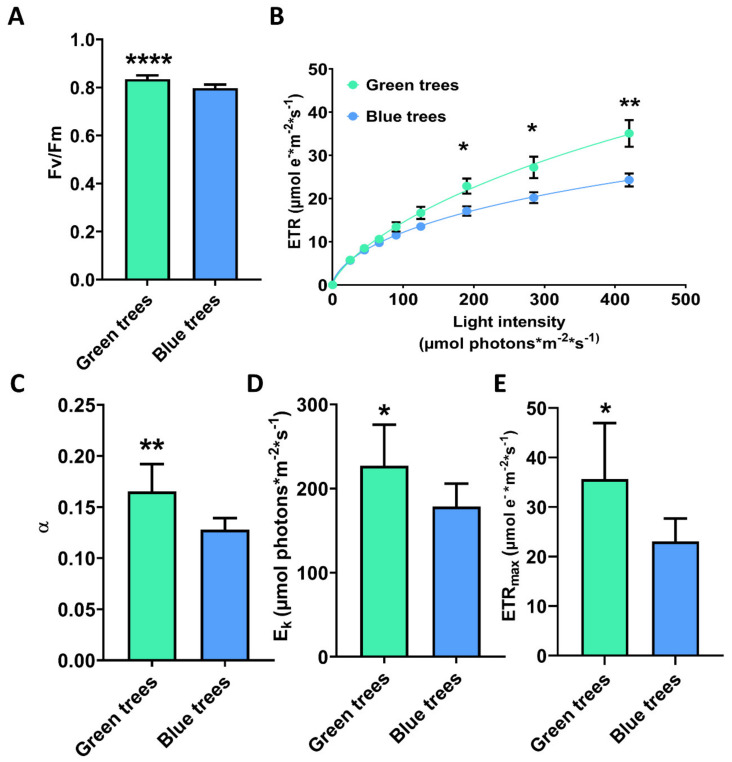
Photosynthesis parameters based on chlorophyll fluorescence analysis. (**A**) Maximum quantum efficiency of photosysytem II (PSII) photochemistry (Fv/Fm). (**B**) Relative electron transport rate (ETR). (**C**) Photosynthetic efficiency (α). (**D**) Light saturation index (E_k_). (**E**) Maximum electron transport rate (ETR_max_). Blue columns correspond to needles from bluish trees. Green columns correspond to needles from green trees. Significant differences were determined with a *t*-test for each phenotypic needle variation. Asterisks (*) above the columns show significant differences based on: * at *p* < 0.05; ** at *p* < 0.01, **** at *p* < 0.0001. Error bars show SE with n = 9.

**Table 1:** Description of plant material used for transcriptome analysis.

Sequencing Platform	Type of Plant Material	Experimental Conditions	Place	Sampling Time
454	Needles	50-year-old tree	Puerto Saucillo	April 2013
454	Branch	50-year-old tree	Puerto Saucillo	April 2013
454	Male cones	50-year-old tree	Puerto Saucillo	April 2013
454	Female cones	50-year-old tree	Puerto Saucillo	April 2013
454	Roots	50-year-old tree	Puerto Saucillo	April 2013
454	Needles	One-year-old seedlings	Puerto Saucillo	April 2013
454	Stem	One-year-old seedlings	Puerto Saucillo	April 2013
454	Roots	One-year-old seedlings	Puerto Saucillo	April 2013
Illumina	Needles	Adult trees in dense unthinned stands (high competition for light and water)	Cañada Bellina	May and August 2017
Illumina	Needles	Adult trees in thinned stands aiming structural diversity enhancement (low competition for water and light)	Puerto Saucillo-Llano del Alcornicalejo	May and August 2017
Illumina	Needles	Artificially shadowed (to mimic the light environment in dense stands) adult trees within thinned stands (low competition for water but high for light)	Puerto Saucillo-Llano del Alcornicalejo	May and August 2017
Illumina	Needles	Green tree (30 years old)	Hoyo Millán	April 2021
Illumina	Needles	Bluish tree (30 years old)	Hoyo Millán	April 2021

**Table 2:** Summary of final data for transcriptome of *A. pinsapo*.

	Absolut Number	%
**Input (total unigenes)**	**76,481**	**100.00**
**Artifacts ^1^**	6670	8.29
*Unmapped transcripts*	0	0.00
*Misassembled*	131	1.96
*Chimeras*	6307	94.56
**Unigenes after resolving artifacts**	**73,798**	**91.71**
*Unigenes > 500 pb*	61,840	83.80
*Unigenes > 200 pb*	73,695	99.86
*N50 (bp)*	1799	-
*N90 (bp)*	599	-
**Unigenes with ortholog ^1^**	**36,503**	**49.46**
*Different ortholog IDs*	19,086	52.29
*Complete transcripts (full-length)*	20,135	55.16
*Different complete transcripts*	12,545	34.37
**Unigenes without ortholog ^1^**	**37,021**	**50.17**
***Coding (all)***	12,745	34.43
*Coding > 200 bp*	12,745	34.43
*Coding > 500 bp*	11,077	29.92
*Putative coding*	9336	73.25
*Nonredundant coding*	3409	26.74
***Unknown (all)***	24,276	65.57
*Unknown > 200 bp*	24,204	65.38
*Unknown > 500 bp*	17,356	46.88
**Putative ncRNA**	**274**	**0.37**

^1^ Percents for subclassifications of this category were calculated using this line as 100% reference. letters in bold indicate a general category of transcripts.

## Data Availability

Not applicable.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23169351/s1.

How the deposited data were processed for this re-analysis (not part of the article)

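RNA-seq libraries from the needles of 6 bluish and 6 green Abies pinsapo trees were analysed, 1 library per tree. The colour of each tree was taken from the library labels. The extraction protocol given with the deposited data describes roots of pine seedlings, whereas the paper and the labels describe needles, and the needles were taken as the tissue. The deposited values are counts of reads per assembled transcript, not normalized, which the authors made by trimming the reads with SeqTrimBB, assembling them with Trinity, mapping the pairs to the assembly with BWA MEM and counting with sam2counts. All values were whole numbers, and most low values were even. The library totals and the limit that a count of 0 allows are given with the first results, and the limit of 6 counts (3 read pairs) covers counting error only. Counts of each pair of libraries of a colour differed by a chi-square per degree of freedom of 53.8 to 184, so no library was a copy of another.

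Transcripts with at least 2 CPM in at least 2 libraries were kept, as in the paper's methods. TMM factors, dispersions and the quasi-likelihood test came from edgeR 4.0.16 with limma 3.58.1 in R 4.3.3, with colour as the only term, and p was adjusted by the Benjamini-Hochberg procedure over all transcripts tested. DE transcripts were those with FDR under 0.05 and |logFC| over 1. CPM values were computed with TMM-scaled library sizes, and SDs over 6 trees. Exact permutation tests used all 462 distinct splits of the 12 trees into 6 and 6, so that the smallest p they allow is 0.00216 when both directions are counted. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

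The transcripts named were fixed before the data were examined. They were the 72 transcripts that the paper names in its text or Figure 2A, the 13 that Dataset S2 lists under the 3 enriched GO terms, and up to 2 DE transcripts with the largest logFC in each direction whose bluish and green trees do not overlap. The paper's values for the named transcripts had been seen by then. Other transcripts are named with a statement that they were chosen after their values were seen. The tests were tried on simulated data drawn from the means and transcript-wise dispersions of the deposited counts, in which 200 of 23352 transcripts were changed by a logFC of 2 or 3 in size. The changed transcripts had a mean of at least 2 CPM. The quasi-likelihood test recovered 194 of the 200 (97%) and called 4 unchanged transcripts. The exact test with a common dispersion recovered 200 and called 303 unchanged transcripts. With a dispersion for each transcript, the exact test recovered 197 and called 37 unchanged transcripts, the likelihood ratio test recovered 196 and called 25, and DESeq2 recovered 196 and called 26. Smaller changes, and changes in transcripts with lower means, were not simulated, so that recovery was not measured for many of the named transcripts. Each simulated transcript had its own dispersion, which a common dispersion leaves out, so unchanged calls by that test were set partly by the simulation.

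The alternatives were edgeR's exact test with a common or a transcript-wise dispersion, its likelihood ratio test, robust estimation, DESeq2 1.42.0 with its own size factors, no TMM factors, RLE factors, other filters on low counts (filterByExpr, at least 2 CPM in at least 6 libraries, and none), no minimum fold change, the tree number as a block, and each library left out in turn. Lists of transcripts by the organism of their best database hit (green algae, Carpinus fangiana, Anthurium amnicola and conifers) were made from the 284 transcripts listed as higher in green trees in Dataset S1, and each list was compared with 10000 random lists matched on mean expression in 20 bins. The correlations of these lists were taken after subtracting the mean of each colour. RT-qPCR, physiological measurements, the assembly, sequences and the GO enrichment were not analysed here.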

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

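Of the tests given here, the counts of on/off transcripts over splits, the test of library size for ap_23494, the search for partner transcripts, the test of the sum of ap_2470 and ap_81623 and the co-variation of the GO members were chosen only after the result was seen. A tree was taken to stand apart when its gap to the nearest tree of its colour, divided by the range of the 6 trees, was above Dixon's 95% critical value for 6 samples. Of the 164 groups of 6 trees examined for the named transcripts and the library totals, 48 had such a tree (29.3%), where chance gives about 1 in 20 groups, or 8.2. Dixon's value assumes normally distributed values and independent groups, and CPM values of co-varying transcripts are neither. The tree apart was the highest of its group in 47 of the 48. It was green tree 1 in 11 groups, green tree 3 in 9 and green tree 4 in 9, and bluish tree 1 in 0.

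Green tree 4 stood apart from the other green trees at 20.7 CPM for ap_45727, 8.98 CPM for ap_20959, 10.4 CPM for ap_54447, 7.43 CPM for ap_27804, 16.5 CPM for ap_72505, 14.9 CPM for ap_86407, 26.7 CPM for ap_16219, 6.26 CPM for ap_72669 and 44.8 CPM for ap_84836. Its total of 79989882 counts lay within the range of the other libraries, so that depth does not set it apart, while its TMM factor of 1.04 and its 62658 transcripts with a count were the highest of the 12 libraries. Of 37288 transcripts below the filter on low counts with at least 24 counts, 21.4% had green tree 4 as the highest library, against 14.1% for green tree 3, the next, and 8.33% by equal shares. This is consistent with reads from other organisms in the needles of green tree 4, and it does not name the organism. Such reads remain a hypothesis for the transcripts with algal, Carpinus fangiana or Anthurium amnicola best hits, while ap_84836 has a conifer best hit. A biological difference of this tree stays open and was not tested, since colour does not distinguish it from the other green trees.

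Green tree 3 stood apart at 36.2 CPM for ap_14197, 34.6 CPM for ap_16559, 55.7 CPM for ap_22702, 37.2 CPM for ap_78725, 25.7 CPM for ap_26114, 89.9 CPM for ap_71523 and 12.5 CPM for ap_72450, which are the 7 SANT transcripts. It also stood apart at 0.700 CPM for ap_34496 and 56.2 CPM for ap_76368. Its 73721208 counts and TMM factor of 0.999 lie within the range of the other libraries. The 7 SANT transcripts share a name and a highest tree, so that they do not count as 7 independent observations. Reads shared between similar transcripts, a mixed sample and a biological difference of this tree were not tested, and no biological explanation follows from the design because the other 5 green trees have the same colour.

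Green tree 1 stood apart at 2.19 CPM for ap_2740, 5.60 CPM for ap_15570, 3.12 CPM for ap_2687, 4.25 CPM for ap_5633, 1.74 CPM for ap_31855, 2.50 CPM for ap_8789, 0.618 CPM for ap_14760, 3.64 CPM for ap_5641, 2.22 CPM for ap_6855, 3.43 CPM for ap_5817 and 4.93 CPM for ap_14984. The paper lists all of these as higher in bluish trees, and 7 of them are members of the enriched GO terms. Within the colours, the 13 GO members rose and fell together, with a median pairwise correlation of 0.198 against a 95th percentile of 0.139 for random lists and 0.166 for lists of the other transcripts called higher in bluish trees. This is consistent with a few trees of either colour carrying these transcripts together, so that the 13 are not independent. Whether a state of the needles or handling set these trees apart was not tested.

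The other trees apart were spread over several transcripts. Bluish tree 4 was highest at 14.5 CPM for ap_17692, 0.241 CPM for ap_26945, 4.97 CPM for ap_16559, 5.48 CPM for ap_78725 and 4.85 CPM for ap_85346. Bluish tree 2 was highest at 59.3 CPM for ap_2470, 6.41 CPM for ap_6855 and 5.01 CPM for ap_5817, and lowest at 30.7 CPM for ap_81623. Bluish tree 5 was highest at 70.9 CPM for ap_18349 and 1.59 CPM for ap_60584, bluish tree 3 at 11.6 CPM for ap_58880 and bluish tree 6 at 134 CPM for ap_76368. Green tree 2 was highest at 8.14 CPM for ap_86459, 3.16 CPM for ap_13212 and 2.65 CPM for ap_90920, green tree 6 at 7.42 CPM for ap_12440 and 1.98 CPM for ap_6809, and green tree 5 at 1.90 CPM for ap_91455. For ap_2470 and ap_81623 in bluish tree 2, the variance of their sum was 0.0427 of the larger of their variances, which is consistent with reads of 1 gene divided between 2 assembled transcripts. For the others no explanation was tested, and chance alone gives some trees apart.

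The paper does not discuss ap_23494 and ap_5673. The former was at least 241-fold higher in bluish trees against 6 counts (3 read pairs) over the green group. Its FDR was 2.43e-04 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and ranged from 1.03e-66 to 0.811 over the alternatives, with 24 of 25 under the threshold. The green libraries held 1.11 times the total counts of the bluish libraries, which argues against a difference in library size as the cause of the counts of 0. The transcript ap_5673, chosen after its values were seen, had a mean of 9.14 CPM in bluish trees and 0.722 CPM in green trees, with FDR 0.773 by the same quasi-likelihood test. It had between 381 and 889 counts in the bluish trees, 280 in green tree 6 and at most 2 in the other green trees. Of 9 on/off transcripts (at most 2 counts when off and at least 1 CPM when on), these 2 were on in all bluish trees and in at most 1 green tree, and 1 of the 462 splits, the real one, gave as many, while 14 gave any. Since this measure was defined after both transcripts were seen to follow colour, it does not decide whether chance can be excluded for them. A search for a partner transcript whose counts fall where theirs rise gave a lowest variance ratio of 0.282 for ap_23494 and 0.323 for ap_5673, near the median of 0.290 in permuted searches, so that no complementary partner was found for either. The search took partners of like variance, and reads moved to a much more abundant transcript or to several would escape it. A biological difference linked to colour stays open as a hypothesis for ap_23494, which passed the test of colour, while ap_5673 did not pass it.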

How the results depend on the processing

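Among the results below, the likelihood ratio test with separately estimated dispersions, the halved counts and all settings of the test with a common dispersion other than that test itself were chosen only after the data were seen. The other alternatives were set before the data were examined. The count of 1 DE transcript, higher in bluish trees, was found also with robust estimation, without TMM factors, with RLE factors, with at least 2 CPM in at least 6 libraries (where 19 of the 72 named transcripts were tested), with no filter, with no minimum fold change and with counts halved.

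With a common dispersion, the exact test called 453 transcripts, 167 higher in bluish trees and 286 in green trees, and 71 of the 72 named. With a dispersion for each transcript it called 23, of which 6 were higher in bluish and 17 in green trees. The likelihood ratio test called 15 (4 and 11), DESeq2 22 (7 and 15) and the likelihood ratio test with separately estimated dispersions 23 (8 and 15). Each of these 4 tests called 4 named transcripts. On simulated data, drawn with a dispersion for each transcript, the common dispersion called 303 unchanged transcripts, against 4 for the quasi-likelihood test. The transcript-wise tests called between 25 and 37. The filter filterByExpr gave 3 DE transcripts, all 3 higher in bluish trees, with 37575 transcripts tested, adding ap_26834 and ap_15418, which were below the filter of the paper and are named after their values were seen. For the other changes the cause was not tested.

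With the tree number as a block the quasi-likelihood test called 0 transcripts, 0 of them higher in bluish trees, and 1412 had an unadjusted p under 0.05, while DESeq2 without a block called 22. The numbers do not pair the trees, since the correlation of deviations of same-numbered trees was between −0.136 and 0.109. FDR of ap_23494 was then 0.811 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the same counts in both colours. The logFC of ap_58880 reversed from 1.22 to −0.0747 with the block.

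With each library left out in turn, between 1 and 2 transcripts were DE, between 1 and 2 higher in bluish trees and between 0 and 1 in green trees, and 0 of the named transcripts by edgeR's quasi-likelihood test. Without bluish tree 4 there were 2, with ap_12681 added as higher in green trees, and without green tree 6 there were 2, with ap_5673 added as higher in bluish trees, and both are named after their values were seen. The logFC of ap_58880 ranged from −0.0500 without bluish tree 3 to 1.55 without green tree 2, that of ap_16559 from −3.59 to 0.31 without green tree 3, that of ap_78725 from −3.91 to 0.13 without green tree 3, and that of ap_76368 from −1.02 without bluish tree 6 to 5.89 without green tree 3. Fewer libraries are the construction of these settings, and why single trees carry a value was not tested.

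The exact test with a common dispersion called between 324 and 575 transcripts when 1 library was left out, between 148 and 230 higher in bluish trees and between 144 and 348 in green trees, the lowest number in green trees without green tree 4 and the highest without green tree 1. With the likelihood ratio test and the dispersion from the trend, 209 were called, 84 higher in bluish and 125 in green trees. With a coefficient of variation fixed at 0.4, 312 were called, 108 of them higher in bluish trees. Fixed at 0.3, 452 were called, 167 higher in bluish and 285 in green trees. The estimate from the data was 0.327. Other scalings of the libraries gave between 451 and 463. The cause of these changes was not tested.

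Of 1699 values of named transcripts under the alternatives, 1608 kept their direction and side of the threshold, 87 passed the threshold in the same direction and 4 reversed. Of the 87, 71 came from the exact test with a common dispersion. The separation of trees by colour was 2.89 (exact permutation test, one-sided, p = 0.0779), 2.05 over the 500 most variable transcripts (p = 0.0693) and 3.50 with a prior count of 0.5 (p = 0.0606), by the same exact permutation test. A count of 0 allows up to 0.0908 CPM in the library of lowest depth and, over the 6 green libraries together, up to 0.0127 CPM.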

Differences from the paper's values

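The settings of library size and scaling with a common dispersion were chosen only after the result was seen. The paper gives 457 DE transcripts, and the quasi-likelihood test called 1. The paper gives 173 transcripts higher in bluish trees, against 1 here, and 284 higher in green trees, against 0 here, where 1478 transcripts had an unadjusted p under 0.05 and DESeq2 called 22. Of the alternatives set before the data were examined, the exact test with a common dispersion gave 453, 167 and 286, which are within 1.5 times of the paper's counts, and under the others all 3 counts differ. With library sizes from before the filter and TMM factors from after it, chosen after seeing the values, the exact test with a common dispersion called 457 transcripts, 173 higher in bluish trees and 284 in green trees, and 72 of the 72 named, and it drops 0 of the 284 transcripts listed as DE in the part of Dataset S1 used here. Over the 1714 distinct transcripts in the first 1998 entries of Dataset S1, this setting gave logFC with a largest difference of 0. The largest ratio of FDR was 1.00001, taken only over the 284 of them with FDR under 0.05 in Dataset S1. Upper quartile factors also gave 457, with 168 and 289. No alternative is taken as the paper's method, which its text does not name.

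A logFC was compared with the paper's value by sign and distance. It was counted as different at opposite sign, or where the distance exceeded both the quasi-likelihood SE and any error the paper gives. Of 7 RNA-seq bars in Figure 3A, 4 differ. The paper's bar for ap_1400 is about 1.7, read by eye, and the logFC here was 3.64. For ap_5633 it is about 0.1 in Figure 3A, read by eye, against 1.27 here, for ap_14760 about 1.3 against 3.16, and for ap_22702 about −0.9 against −2.55. The axis of the figure names no log base. In log10, chosen after seeing the values, 3 of these 4 come within the paper's error, with 1.09 for ap_1400, 0.950 for ap_14760 and −0.766 for ap_22702, while ap_5633 (0.384) does not. However, ap_72505, about −2.6 in Figure 3A, read by eye, and ap_72669, about 3.1, which do not differ in log2 (−3.11 and 2.02), differ in log10 (−0.935 and 0.609). Thus 3 of the 7 bars were counted as different in log10, 4 in log2 and 4 with natural logarithms. The count with natural logarithms includes ap_72669 and leaves out ap_14760 (2.19), which still lies outside the paper's error. By the paper's error alone, ap_14760 differs with natural logarithms too. The legend of Figure 3 writes Ap_22720 for the bar that its axis and the text name ap_22702. The error bars of the figure are not defined as SD or SEM in its legend. Of the alternatives set before the data were examined, none of 20 came within the paper's error for ap_1400 and none of 19 for ap_14760. For ap_5633, none of 22 did, and the lowest logFC was 0.59, without bluish tree 2. For ap_22702, 2 of 23 were not counted as different, with the tree number as a block and without green tree 3. Without green tree 3, its logFC of −0.80 came within the paper's error. In Figure 2A the paper draws ap_2470 with the transcripts higher in bluish trees, at about 1.0 read by eye, while its text and Dataset S1 list it as higher in green trees, and the logFC here was −1.01. The sign was the same under all 23 alternatives set before. Of 19 values read from Figure 2A, this 1 differs, and of 44 values of Dataset S1, 0 differ, with a largest difference of 0.0145.

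The paper calls each of the 72 named transcripts differentially expressed, and the quasi-likelihood test called 0 of them, with 43 at an unadjusted p under 0.05. The exact test with a common dispersion called 71 of them, and DESeq2, the likelihood ratio test and the exact test with a dispersion for each transcript 4 each. Each of these sets holds ap_68963, ap_72505 and ap_86407. DESeq2 and the exact test with a dispersion for each transcript also called ap_16219, as did the likelihood ratio test with separately estimated dispersions, chosen after seeing the values, while the likelihood ratio test called ap_12277. In Dataset S1, 284 transcripts are listed in 2 entries, first with a positive logFC and a p equal to the FDR and then with a negative logFC. The sign of the second entry matches the direction here for all of them.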

Other observations

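The splits of the exact test with a common dispersion, the counts of non-overlapping transcripts and the comparisons of the best-hit lists with the other called transcripts were chosen only after the result was seen, as were the tests of the GO members, the transcript pair and the on/off transcripts. Of 100 splits of the 12 trees into 6 and 6, the real one included, 9 gave 1 or more DE transcripts by edgeR's quasi-likelihood test, and 23 gave as many transcripts with an unadjusted p under 0.05, so that chance cannot be excluded for these counts. A smallest FDR as low as that of ap_23494 was found in 2 of the 100. For the exact test with a common dispersion, 10 of 100 splits called 453 transcripts or more, with a median of 317 and a range of 197 to 588, and chance cannot be excluded for the number of transcripts called in this way. The values of bluish and green trees did not overlap for 48 transcripts, where chance gives 0.216% of transcripts, and 172 of the 462 splits gave as many, with a median of 39.

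Of the 452 transcripts called by the exact test with a common dispersion and not by the quasi-likelihood test, 77.4% had 1 library holding over 50% of the group sum or fewer than 6 trees above the median of the other colour. The same held for 89.3% of all kept transcripts, so that this number does not tell whether a few trees carry the difference. Within its colour, green tree 4 was the highest library in 158 of the transcripts called higher in green trees, and bluish tree 2 in 53 of those called higher in bluish trees.

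Among the 284 transcripts listed as higher in green trees, 75 had a best hit in a green alga, Carpinus fangiana or Anthurium amnicola, as had 14 of the 44 named. Within the colours, the 47 transcripts with a Carpinus fangiana best hit rose and fell together, with a median pairwise correlation of 0.804 against a 95th percentile of 0.0561 for random lists and 0.199 for lists of the other called transcripts. For the 16 with an Anthurium amnicola best hit, it was 0.524 against 0.117 and 0.393. The 57 with a conifer best hit had 0.0208 against 0.0456 for random lists, so that they did not rise and fall together, although their mean profile had a correlation of 0.876 with the Carpinus fangiana profile. Of the 44 named, 20 had a correlation over 0.8 with that profile, of which 2 had a conifer best hit (ap_26629 and ap_60516, both in Araucaria cunninghamii) and 7 another best hit. The other 13 named transcripts with a conifer best hit had correlations between −0.605 and 0.484 with it. The co-variation is consistent with reads from fungi in or on the needles, a hypothesis set before the test against random lists (the lists of other called transcripts were added after its result was seen), and it does not name the organism. A shared response of some transcripts of the tree stays open. Among green trees, 46 of the 47 were highest in tree 4.

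For the 12 transcripts with a green-algal best hit, the median pairwise correlation was 0.468, against 0.132 for random lists and 0.494 for lists of the other called transcripts, so that reads from green algae on the needles cannot be told apart from the co-variation of the other called transcripts. The list holds 2 sets. The 3 photosynthesis transcripts had pairwise correlations of 0.717 to 0.916 with each other, and the other 9 had a median of 0.268 with these 3 and 0.917 with the Carpinus fangiana profile. Splitting the list was done after the correlations were seen. The small subunit transcripts with a spruce best hit, ap_2598 and ap_81338, went the other way from ap_72505, with logFC 0.61 and 0.52, neither of which passed the threshold by edgeR's quasi-likelihood test (FDR 0.791 and 0.820 with Benjamini-Hochberg adjustment). Small subunit transcripts outside the part of Dataset S1 used here were not searched.

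The sum of ap_2470 and ap_81623 had a coefficient of variation of 6.17% over the 12 trees, and the variance ratio of 0.0427 was lower than in each of 9060 permuted searches for a partner, whose lowest was 0.0483. Reads of 1 gene divided between 2 assembled transcripts, such as alleles, are a candidate explanation, and the sequences were not compared.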
